A study of Homo sapiens with 8 samples. Its data were reported in "Derepression of the epithelial transcription factor GRHL2 promotes direct hepatocyte-to-cholangiocyte transdifferentiation" (2025).

How the data were processed

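HepG2 cells transfected with pGRHL2 or pcDNA3 were profiled by paired-end RNA-seq of mRNA, with 4 libraries per plasmid. Groups and replicate numbers were taken from the sample labels. The construct expressed a flag-tagged GRHL2 cDNA under an EEF1A1 promoter and, according to the study, also enhanced green fluorescent protein. The plasmids therefore differed in more than the insert.

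According to the methods of the study, the authors mapped reads to hg38 with Hisat2, counted those over exons with HTSeq without strand and with a minimum alignment quality, removed genes with few reads, applied the rlog transformation of DESeq2 and divided the result by the mean transcript length. The deposited table is named as FPKM, but its values were on a log2 scale: 3.71% were below 0, and among 2965 genes that hardly varied the mean value fell with a slope of -0.83 on log2 transcript length. Rlog shrinks the differences of genes with few reads, so that fold changes of weakly expressed genes are understated. One value carried a stray trailing character, which was removed, and 0 columns belonged to other samples. Because counting was unstranded and in union mode, the values of genes that share exon bases with another gene may be affected by how reads over those bases were treated. Among the genes named in the report, the largest such share was 7.85% of exon bases, in KRT7 (GENCODE release 44).

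In the deposited log2 values, the mean of each same-numbered pGRHL2 and pcDNA3 library was identical for all 4 numbers in 17561 of 17561 genes (largest spread 1.5e-13). The deviations of same-numbered libraries from their group means were therefore correlated at -1.0 by construction, which makes the correlation check for pairing void. This structure shows that the replicate number was used to adjust the values, a step the methods do not describe. The planned test was limma without a replicate block on log2(FPKM + pseudocount). Since the table held log2 values with the replicate means removed, the test fitted here was limma with the replicate number as a block, which leaves 3 residual degrees of freedom in place of 6, and the fit without the block is given as an alternative. The planned pseudocounts and FPKM filters do not apply to log2 values.

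The limma fits (lmFit, eBayes with trend; limma 3.58.1 in R 4.3.3) used Benjamini-Hochberg adjustment and a threshold of 0.05. On simulated data made for the 17561 real genes with 200 genes changed by 0.25 (log2) and the replicate means removed, the blocked fit recovered 72.0% of the changed genes with 5.88% false calls, whereas the unblocked fit recovered 91.0% with 69.5% false calls. Gene sets were tested with fgsea 1.28.0 (weighted, 1000 gene-set permutations, genes ranked by the difference of class means), and with camera and fry. Mouse symbols of the study's gene lists were matched to human symbols, which matched 714 of the 835 symbols listed for the Epith-Signature and left 527 of 714 Epith-Signature, 50 of 57 Chol-enriched and 352 of 417 Hep-enriched genes in the table. List means were compared by exact two-sided sign-flip tests of the 4 pair differences. The smallest p these allow is 0.125.

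The genes named were fixed by a rule before the data were examined: GRHL2, the genes of 4 short lists, and the 5 largest increases and 5 largest decreases with an adjusted p under 0.05, groups that do not overlap and a mean of at least 1 FPKM, which was read here as 0 on the log2 scale. Of the hepatocyte markers, 5 of 6 were in the table.

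Other settings tried were the fit without the block, robust eBayes, arrayWeights, 2 other scalings, leaving out each replicate (both members of a pair, since their values mirror each other), an adjusted p under 0.01, and other gene-set tests. Added after seeing the data were a mean value of at least 5, removal of trends on GC content, transcript length and level from each pair (natural splines with 5 degrees of freedom) together with the block (also with GRHL2 left out of the Chol-enriched set), and leaving out genes whose longest transcript aligned to an alternate contig of hg38 (minimap2 2.31-r1302, identity of at least 98% over at least 50% of the transcript). Symbols were matched to GENCODE release 44 for 99.9% of genes.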

Results

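RNA-seq was performed on HepG2 cells, a human hepatic cell line derived from a liver tumor, 48 h after transfection with a plasmid encoding the epithelial transcription factor GRHL2 (pGRHL2) or with the control plasmid pcDNA3. Each plasmid was represented by 4 libraries numbered 1 to 4, giving 8 libraries. The deposited table listed 17561 genes by symbol, with 1 value on a log2 scale per gene and library. The values ranged from -3.76 to 17.3, and the library medians lay between 6.71 and 6.73. Read counts were not analysed here, so the sequencing depth behind each value was unknown and no counting error or detection limit was computed. For each of the 17561 genes, the mean of the same-numbered pGRHL2 and pcDNA3 values was identical for all 4 numbers. The same-numbered libraries were therefore treated as 4 pairs, and each log2 fold change (log2 FC, pGRHL2/pcDNA3) is given with the SD of its 4 pair differences.

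The transfected gene was examined first, since it checks the group labels. GRHL2 lies on chromosome 8 from 101492439 to 101669726 on the plus strand of hg38. Its log2 values in pGRHL2 libraries 1 to 4 were 16.22, 16.49, 16.87 and 16.33, while those in pcDNA3 libraries 1 to 4 were 7.25, 6.98, 6.61 and 7.15. Because the replicate means were removed, the spread of the pcDNA3 values mirrors that of the pGRHL2 values. The pcDNA3 values are therefore not separate measurements of the endogenous level. By RT-qPCR, the study found GRHL2 low or undetectable in its cell lines under basal conditions. The log2 FC was 9.48 ± 0.57 (SD, n = 4 pairs), with a limma adjusted p of 4.84e-08. The exact two-sided sign-flip test of the 4 pair differences gave p = 0.125, which is the smallest value 4 pairs can give. Transcripts from the plasmid and from the chromosomal gene were not separated by these gene-level values. The alternative that moved the log2 FC most was leaving out replicate 3, which gave 9.22.

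The comparison of pGRHL2 with pcDNA3 over all genes asked which transcripts changed upon GRHL2 ectopic expression. At a limma adjusted p under 0.05, 297 genes were higher and 88 genes were lower in pGRHL2, out of 17561 tested. An unadjusted p under 0.05 was found for 2802 genes. The differences in the deposited values were small, with a median log2 FC of 0.20 among the higher genes and -0.34 among the lower genes. A log2 FC of at least 1 was reached by 4 higher genes, GRHL2 included, and 0 lower genes had a log2 FC of -1 or less. All of these 297 higher and 88 lower genes had groups that did not overlap, which was also the case for 23.95% of all genes, against 12.5% given by chance for 4 pairs. Because the pair means are equal, groups without overlap only mean that the 4 pair differences share a sign. The lack of overlap is therefore not separate evidence for the calls. The higher genes were mostly weakly expressed, since only 73 of the 297 had a mean value of at least 5, compared with 81 of the 88 lower genes. Rlog shrinks differences of genes with few reads, so the log2 FC of many higher genes may be understated. The medians of higher and lower genes are therefore not directly comparable as effect sizes. The alternative that moved these counts most was the fit without the replicate block, which called 1821 higher and 1427 lower genes.

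**Figure D1:**
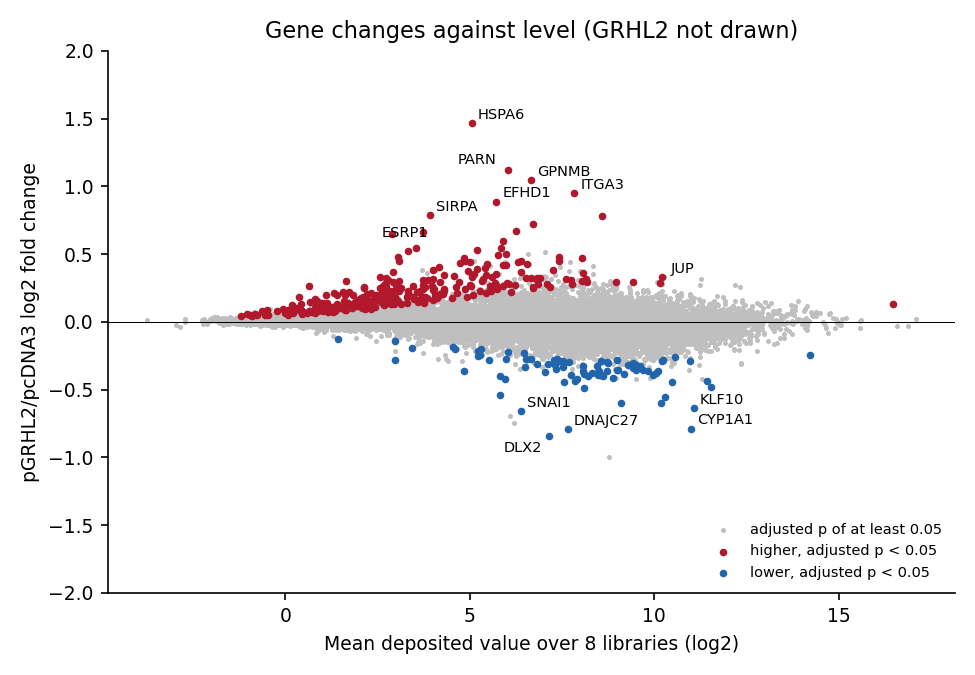
Log2 FC of each gene (pGRHL2/pcDNA3, y axis) against its mean deposited log2 value over the 8 libraries (x axis), with GRHL2 not drawn because its log2 FC of 9.48 lies outside the axis. Red points are the higher genes and blue points the lower genes at a limma adjusted p under 0.05; most red points lie at mean values under 5 and most blue points above it.

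Besides GRHL2 and the genes listed by the study, the 5 largest increases that met the naming rule were HSPA6, PARN, GPNMB, EFHD1 and SIRPA. HSPA6, on chromosome 1 from 161524540 to 161526894, had a log2 FC of 1.47 ± 0.34 (SD, n = 4 pairs; limma adjusted p of 7.76e-04). The log2 FC was 1.05 ± 0.15 for GPNMB (limma adjusted p of 3.43e-04), 0.89 ± 0.14 for EFHD1 (limma adjusted p of 5.08e-04) and 0.79 ± 0.19 for SIRPA (limma adjusted p of 8.96e-04). PARN had a log2 FC of 1.12 ± 0.71 and a limma adjusted p of 0.035. Its pair differences were 1.69, 0.10, 1.46 and 1.22, its transcript also aligned to an alternate contig of hg38, and its call was lost in the robust limma fit (adjusted p of 0.169), so that its value is uncertain.

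The 5 largest decreases were DLX2, DNAJC27, CYP1A1, SNAI1 and KLF10. DLX2, on chromosome 2 from 172099438 to 172102900, had a log2 FC of -0.84 ± 0.14 (SD, n = 4 pairs; limma adjusted p of 7.95e-04). The log2 FC was -0.79 ± 0.30 for DNAJC27 (limma adjusted p of 0.0082) and -0.79 ± 0.24 for CYP1A1 (limma adjusted p of 0.0037). SNAI1 and KLF10 had log2 FC of -0.66 ± 0.30 and -0.64 ± 0.27, with limma adjusted p of 0.014 for both. Leaving out replicate 1 raised the limma adjusted p to 0.052 for DNAJC27, 0.075 for SNAI1 and 0.080 for KLF10.

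A list of 9 genes was examined individually. Of these, 8 had been picked by the study because they rose both when hepatocytes turned into cholangiocyte-like cells and in the GRHL2-transfected cells, and belonged to its epithelial or cholangiocyte gene lists, and CFTR, a cholangiocyte gene it also discussed, was listed with them. Over all genes tested, 3 of the 9 were called higher by limma. ITGA3, on chromosome 17 from 50055968 to 50090481, had a log2 FC of 0.95 ± 0.14 (SD, n = 4 pairs; limma adjusted p of 6.59e-04). ESRP1, on chromosome 8 from 94641074 to 94707466, had a log2 FC of 0.23 ± 0.02 (limma adjusted p of 0.0025). ITGB8, on chromosome 7 from 20330702 to 20415754, had a log2 FC of 0.11 ± 0.03 (limma adjusted p of 0.010), and lost its call when replicate 1 was left out (limma adjusted p of 0.058) or trends on GC content, length and level were removed (0.056). Adjusted over the list alone, 6 of the 9 genes were called higher, JUP, KRT7 and CLDN4 being added. Since the study chose 8 of these genes partly on these libraries, the count over the list alone is not independent evidence. JUP had a log2 FC of 0.33 ± 0.17 and was higher in 4 of 4 pairs, with a limma adjusted p of 0.058 over all genes, which fell under 0.05 in 5 of the other blocked fits (0.036 to 0.047) and in 0 of the 4 fits that left out a replicate. KRT7 and CLDN4 had log2 FC of 0.19 ± 0.12 and 0.17 ± 0.13. RAB25 and CFTR had log2 FC of 0.07 ± 0.07 and 0.01 ± 0.01, which were not called. CFTR had mean values of only -1.06 in pGRHL2 and -1.07 in pcDNA3, so its lack of change says little. ESRP1, ITGB8, RAB25, KRT7 and EHF also lay under the library medians, at 2.74, 0.76, 3.49, 5.25 and 5.33 in pcDNA3. Rlog may understate the changes of such genes. EHF had a log2 FC of -0.06 ± 0.60, because its difference was -0.95 in pair 1 and 0.16, 0.19 and 0.35 in pairs 2 to 4. Without replicate 1, its log2 FC was 0.23 and its limma adjusted p was 0.155.

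**Figure D2:**
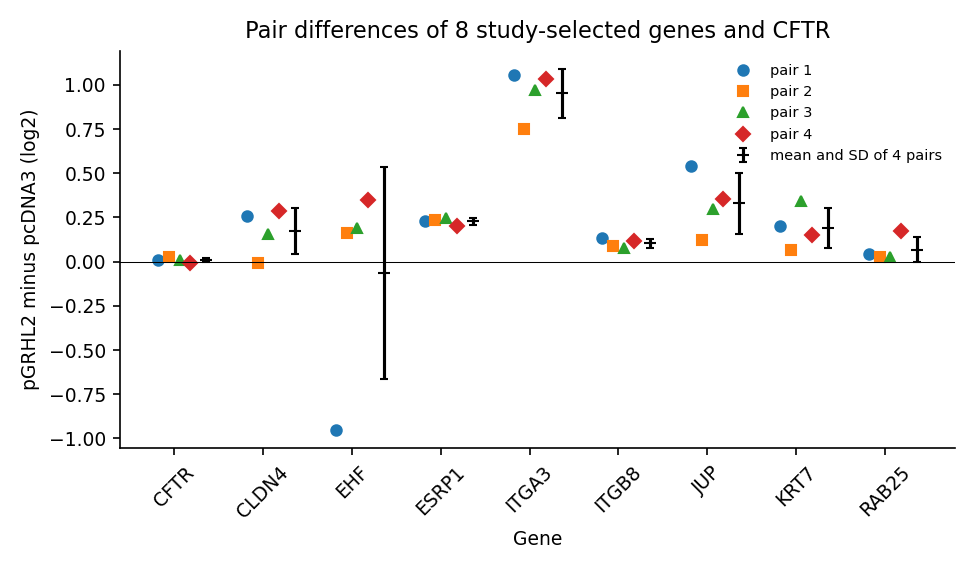
Difference between pGRHL2 and pcDNA3 on the log2 scale (y axis) in each of the 4 pairs for the 9 listed genes (x axis), with bars giving the mean and SD of the 4 pairs. ITGA3 lies between 0.75 and 1.06 in the 4 pairs, and EHF is at -0.95 in pair 1 and above 0 in the others.

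Common markers of cholangiocytes and hepatocytes were compared next. EPCAM, KRT19 and SOX9 had log2 FC of 0.11 ± 0.14, 0.15 ± 0.35 and 0.04 ± 0.08, all with limma adjusted p above 0.05. Their mean values in pcDNA3 were 11.56, 13.83 and 9.55, above the library medians, so these HepG2 cells already expressed them. KRT7 lay under the medians, at 5.25 in pcDNA3. Adjusted over the list alone, 1 of the 4 cholangiocyte markers, KRT7, was called. Among 5 hepatocyte markers, 0 genes were called over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Their log2 FC were 0.02 ± 0.20 for AFP, -0.03 ± 0.24 for ALB, -0.0030 ± 0.11 for APOC3, 0.01 ± 0.04 for CYP3A4 and -0.02 ± 0.22 for FMO5, each smaller than the spread between pairs. In pair 2, ALB differed by 0.33, and without replicate 2 its log2 FC was -0.15 with a limma adjusted p of 0.029. Of the other Grainyhead family genes, GRHL3 had a log2 FC of 0.11 ± 0.08 and was called in the main fit when adjusted over the list alone, while 0 of these genes besides GRHL2 were called over all genes in that fit. GRHL1, TFCP2, TFCP2L1 and UBP1 had log2 FC of -0.10 ± 0.10, 0.06 ± 0.05, 0.05 ± 0.07 and -0.10 ± 0.05.

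Gene set enrichment analysis asked whether epithelial and cholangiocyte genes rose, and whether hepatocyte genes fell, upon GRHL2 expression. The Epith-Signature, a list of genes characteristic of the epithelial lineage, was represented by 527 genes and had a normalized enrichment score (NES) of 2.43 (adjusted permutation p of 0.0071). The Chol-enriched genes, represented by 50 genes that include GRHL2 itself, had an NES of 2.68 (adjusted permutation p of 0.0071), and of 2.07 without GRHL2 (adjusted permutation p of 0.0053). These values are close to the smallest that 1000 gene-set permutations can give. The Hep-enriched genes, represented by 352 genes, had an NES of 1.51 (adjusted permutation p of 0.094). The NES of the monopolar polarity (21 genes) and epithelial polarity (34 genes) lists were -0.85 and -1.05, with adjusted permutation p of 0.656 and 0.477. According to the study, most Chol-enriched genes also belong to the Epith-Signature, so results for these sets are not independent of each other. Both the Epith-Signature and the Chol-enriched genes were also called higher by camera with a preset correlation, with adjusted p of 6.59e-09 and 4.71e-08. Both calls held under camera with an estimated correlation (0.0080 and 0.016) and under fry (0.0035 and 0.0010). Camera and fry were not run on the Chol-enriched genes without GRHL2, so how far these calls rest on the transfected gene is unknown. The Hep-enriched genes were not called by any of these 3 tests. The alternative that moved their NES most was leaving out replicate 2, which gave -1.08.

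Libraries rather than genes are the replicates of this experiment, so the mean over each list was also compared between paired libraries. With GRHL2 left out, the Epith-Signature mean was higher in 4 of 4 pairs, by 0.056 ± 0.014 (SD, n = 4 pairs), and the Chol-enriched mean was higher in 4 of 4 pairs, by 0.073 ± 0.021. The exact two-sided sign-flip p was 0.125 for each, the smallest value possible, so that this test cannot reach 0.05. As the lists share many genes, these means are not separate lines of evidence. The Hep-enriched mean differed by 0.021 ± 0.067 (higher in 2 of 4 pairs, exact sign-flip p = 0.75). The other lists were compared in the same way. The interferon response list differed by 0.040 ± 0.133 (exact sign-flip p = 0.625) and the stress response list by -0.063 ± 0.107 (exact sign-flip p = 0.375). The mesenchymal list was lower in 4 of 4 pairs, by -0.054 ± 0.017 (exact sign-flip p = 0.125), although 3 of its 10 genes were higher in all 4 pairs and 3 were lower. Its median log2 FC was 0.011, and without SNAI1, left out after its value was seen, the mean of the other 9 genes was 0.014 and was lower in 1 of 4 pairs.

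**Figure D3:**
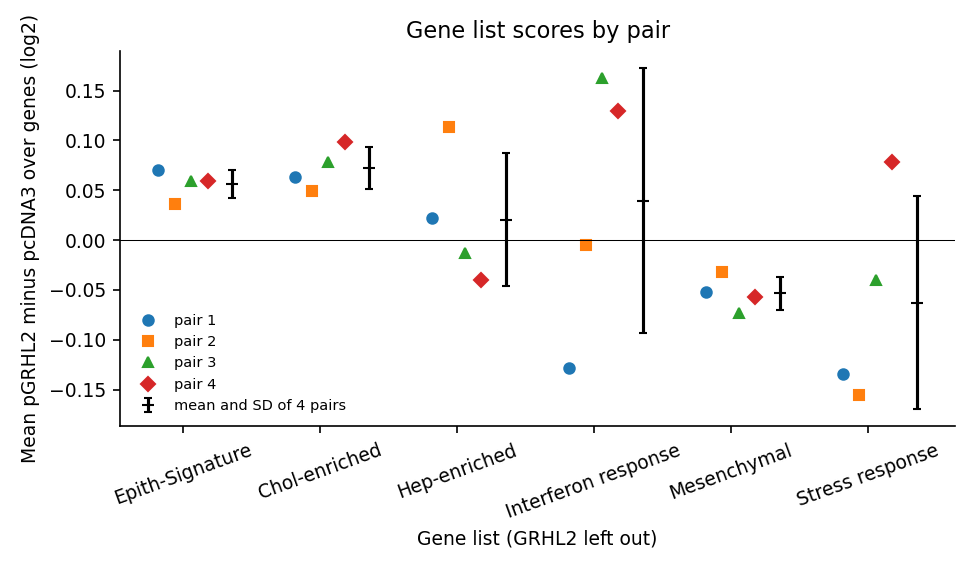
Mean difference between pGRHL2 and pcDNA3 over the genes of each list on the log2 scale (y axis) in each of the 4 pairs, with GRHL2 left out and bars giving the mean and SD of the 4 pairs. The Epith-Signature and Chol-enriched means are above 0 in 4 of 4 pairs, and the Hep-enriched mean is 0.11 in pair 2.

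Overlap between the called genes and the Epith-Signature was measured over all genes tested, GRHL2 left out. Of the 527 signature genes, 42 (7.97%) were called higher, compared with 254 (1.49%) of the other genes. The odds ratio was 5.72 with a 95% confidence interval of 3.97 to 8.06 (Fisher's exact test, two-sided, p = 4.16e-17), computed over genes, which are not independent replicates.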

Values the study reported

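The study denoted 837 genes characterizing human epithelial cells as the Epith-Signature. It used 57 cholangiocyte-enriched genes taken from a public protein atlas.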

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

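The tests in this part of hepatocyte genes in pair 2 and of swapped labels and mixed libraries, and the division of the GC content check into 2 pairs of genes, were chosen after the results had been seen. Because the values of the 2 plasmids mirror each other within a pair, a library far from the others of its group appears as a pair difference far from the other 3. Of 41 results examined, 6 had such a pair, where about 1 in 20 is given by chance.

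EHF differed by -0.9527 in pair 1, against 0.16 to 0.35 in the other pairs. EHF had 0 copies on alternate contigs of hg38, which argues against reads shared with alternate loci. EFHD1 differed by 1.1013 in pair 2, against a median of 0.81 in the others. With the trends on GC content, length and level removed, the smaller ratio of gap to range for EHF and EFHD1 was 0.8703, still past the limit used, so these trends do not account for the 2 pairs. GRHL2 was higher in pGRHL2 by 8.9676 in pair 1 and 9.51 in pair 2 (log2), which argues against swapped plasmid labels in these pairs. Mixing the 2 libraries of a pair would bring a difference closer to 0 with its sign kept, which was the case in 0 of these 2 genes, so it does not account for the 2 pairs. A difference in one transfection, material from outside the pair and a biological difference stay open and were not tested.

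RAB25 differed by 0.1754 in pair 4, against a median of 0.03 in the others, and TFCP2 differed by -0.0068 in pair 1, against 0.09. After removal of the trends on GC content, length and level, the ratio of gap to range was 0.7053 for RAB25 and 0.4734 for TFCP2, both under the limit used. A technical trend may account for part of these gaps, but RAB25 kept a large one, so that its cause stays open.

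ALB differed by 0.3330 in pair 2, against a median of -0.14 in the others, and APOC3 by 0.1649 in pair 2, against -0.05. The mean of the 352 Hep-enriched genes in pair 2 was 0.114, at the 100th percentile of 10000 random lists matched on level (percentile of 100). The means in pairs 1 and 4, 0.022 and -0.040, also lay beyond most matched lists (percentiles of 99.03 and 0), and the ratio of gap to range of the list was 0.5954, under the limit used. Whether pair 2 was shifted in hepatocyte-enriched genes as a whole therefore stays open, and cell density, culture and library preparation were not tested.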

How the results depend on the processing

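The alternatives with a mean value of at least 5, with trends removed (also without GRHL2 in the set) and without alternate-locus genes were chosen after seeing the data. The planned pseudocounts (1 and 0.01) and FPKM filters were not run, because the values are already log2.

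Without the replicate block, limma called 1821 higher and 1427 lower genes (5764 with an unadjusted p under 0.05), and 6 of the 9 listed genes in place of 3. All 297 and 88 genes called with the block were among them. In simulated libraries with no difference, adjusted the same way, 18.64% of 17561 genes had an unadjusted p under 0.05 without the block and 5.03% with it, which is consistent with the removed replicate means as the source of the extra calls. The unpaired exact permutation test gave p = 0.0286 for the Epith-Signature (0.0563), Chol-enriched (0.0725) and mesenchymal (-0.0535) score differences, against 0.125 with pairing. Those p-values rest on the same double counting.

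The counts of higher and lower genes were 503 and 221 with arrayWeights, and 77 and 10 at an adjusted p under 0.01. Higher genes numbered 495 after rescaling to the same total without GRHL2, which moved all log2 FC by 0.0135 and the share of higher calls from 77.1% to 84.2%. With a mean value of at least 5, 63 were higher and 81 lower, so that lower genes outnumbered higher ones. With the replicate block and the GC content, length and level trends removed, 152 genes were higher and the share of higher calls was 67.9%, and 148 of the 297 higher and 69 of the 88 lower genes kept their call. Across the 4 fits that each left out one replicate, from 79 to 156 genes were higher and from 8 to 68 were lower. In all 4 of these fits, 66 higher and 5 lower genes were called. Fewer pairs lower the power, and the causes of the other changes were not tested.

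The Epith-Signature NES ranged from 2.21 to 2.52 and the Chol-enriched NES, with GRHL2 in the set, from 2.68 to 2.73 when replicates were left out. Without GRHL2 the latter was 2.0725, and 1.9854 with trends also removed. Both NES kept their direction and call under every alternative run, as did the GRHL2 log2 FC and the Epith-Signature odds ratio. The other Chol-enriched alternatives kept GRHL2 in the set, so they do not test how stable the call is without it. The Chol-enriched list mean, with GRHL2 left out, stayed higher by 0.0638 to 0.0803 when replicates were left out. The odds ratio was 3.34 without the block, 12.14 with a mean of at least 5 and 4.54 with the unmatched signature symbols counted as signature genes not called, an alternative also added after seeing the data. The Hep-enriched NES passed the threshold with arrayWeights (1.73), after rescaling without GRHL2 (1.66), with trends removed (1.57) and when ranked by moderated t (1.35). It also passed without replicate 3 (1.76) and without replicate 4 (1.98), and was -1.08 without replicate 2. Its score difference ranged from -0.0104 (without replicate 2) to 0.0409. The interferon score ranged from -0.0012 to 0.0956. The monopolar polarity NES was positive with arrayWeights (0.98), after rescaling without GRHL2 (0.85), with a mean of at least 5 (0.81) and by moderated t (0.91), where the epithelial polarity NES was 0.95. It ranged from -1.13 to 1.12 when replicates were left out. Both polarity lists pointed upwards, with no call, in camera at the preset correlation (adjusted p of 0.590 and 0.602), camera with an estimated correlation (0.658 for both) and fry (0.458 and 0.563).

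Among named genes, 257 of 279 values under the settings other than leaving out replicates kept direction and call, 6 were weaker, 10 stronger and 6 reversed. GRHL3 and UBP1 gained a call by limma without the block (adjusted p of 0.0179 and 0.0250), and ITGB8 lost it with trends removed (0.0561). JUP gained a call by limma without the block (adjusted p of 0.0043), with arrayWeights (0.0361), rescaling without GRHL2 (0.0406), robust eBayes (0.0443), a mean of at least 5 (0.0444) and alternate-locus genes left out (0.0473), but not with median scaling (0.0617), trends removed (0.0516) or a replicate left out (0.0693 to 0.2773). The reversed values were all near 0: APOC3 6.76e-04, CYP3A4 -3.73e-04 and FMO5 0.0044 with arrayWeights, APOC3 0.0105 after rescaling without GRHL2, and AFP -0.0394 and FMO5 0.0134 with trends removed. When replicates were left out, log2 FC ranged from -0.1997 to 0.2338 for EHF, from -0.0822 to 0.0634 for AFP, from -0.1481 to 0.0250 for ALB, from -0.0590 to 0.0223 for APOC3, from -0.0049 to 0.0237 for CYP3A4 and from -0.1168 to 0.0662 for FMO5. Calls of named genes were lost in fits without one replicate for PARN (without 1, 3 or 4), KLF10 (without 1, 2 or 3), SNAI1 (without 1 or 2), ITGB8 (without 1) and DNAJC27 (without 1). The depth behind each value was unknown and limits what can be said of weakly expressed genes.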

Other observations

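The tests of the immediate early genes by pair, of EEF1A1 and of the heat shock list were chosen after the results had been seen, as was the choice of alternate loci as an explanation.

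Among the 8 arrangements of the plasmid labels that part all 4 pairs, 1 arrangement, the real one, gave as many calls (297 higher and 88 lower genes) with the block, and the 7 others gave 0. With only 8 arrangements the share cannot fall under 0.05. Without the block, 1 of 8, again the real one, gave as many calls (3248). The 7 others gave 983, 419, 62, 28, 3, 1 and 0, so that shuffled labels also gave calls in that fit. Splits that keep a pair together were left out of these counts, because the equal pair means shrink their differences.

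The genes with the largest spread between pairs were FRG1, YWHAE, CES1, YTHDC1 and ITPK1, each with a copy on an alternate contig of hg38. Of the 100 genes with the largest spread, 39 had such a copy, compared with a median of 1 in 10000 random lists matched on level and with 326 (1.86%) of 17537 genes searched. Reads shared with alternate loci are a candidate explanation, since aligning such reads to several places lowers their mapping quality, but how this would differ between libraries was not tested. PARN, a named higher gene, is among these genes, and its spread lay at percentile 99.5 of 1000 genes at its level. The higher PARN value may thus be technical, although a biological change stays open.

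The upward shift of genes of the Epith-Signature and of the cholangiocyte list was set against technical trends. Their median log2 FC, 0.034 and 0.041, were both above those of all 10000 random lists matched on level (percentile of 100), which argues against a shift of weakly expressed genes in general. With the trends on GC content, length and level removed, the NES were 2.3407 and 2.7274 (1.9854 for the latter without GRHL2, which is in the set), which argues against these trends as the whole cause. GC content did correlate with the pair differences across 9710 expressed genes, with a Spearman coefficient from -0.101 in pair 4 to 0.377 in pair 1 (genes are not independent replicates). That the shift follows from GRHL2 rather than from another difference between the plasmids stays a hypothesis, since the 2 are confounded. The green fluorescent protein expressed by the construct may be such a difference.

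Several lower genes, chosen after their values were seen, belong to the immediate early class. FOSB fell by 0.54 and FOS by 0.44 on the log2 scale, each lower in 4 of 4 pairs, with limma adjusted p of 0.0086 and 0.045. A list of 47 immediate early genes was then written, of which 45 were in the table, and 5 genes noticed beforehand were left out. The median of the other 40 was -0.034, at percentile 2.88 of the matched random lists, just inside their central 95% (-0.035 to 0.018). With trends on GC content, length and level removed it was -0.033, at percentile 0.74 and outside the central 95% (-0.027 to 0.029), so removing these trends did not lessen it. Their mean was lower in 3 of 4 pairs (-0.111, -0.213, -0.063 and 0.087 in pairs 1 to 4). A difference in the handling of one pair and a response to GRHL2 cannot be told apart with 4 pairs.

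HSPA6 and HSPB8 rose by 1.47 and 0.78 (log2), each in 4 of 4 pairs. Without these genes, the median of the other 16 heat shock genes was 0.020, at percentile 91.89 of the matched lists, so a general heat shock response may be present or absent.

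EEF1A1 was higher in 4 of 4 pairs, by 0.13 ± 0.06 (SD, n = 4 pairs; limma adjusted p of 0.031), and ranked 2 among itself and the 50 genes nearest in level. Plasmid transcripts that carry EEF1A1 promoter sequence are a candidate explanation, because the construct uses that promoter. Gene-level values cannot separate these from chromosomal transcripts, and the plasmid is confounded with the group.

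The table held 527 genes of the Epith-Signature. That is lower than the value quoted from the study above.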
